# Dermcidin exerts its oncogenic effects in breast cancer via modulation of ERBB signaling

**DOI:** 10.1186/s12885-015-1022-6

**Published:** 2015-02-19

**Authors:** Jasna Bancovik, Dayson F Moreira, Daniel Carrasco, Jun Yao, Dale Porter, Ricardo Moura, Anamaria Camargo, Cibely C Fontes-Oliveira, Miguel G Malpartida, Silvia Carambula, Edouard Vannier, Bryan E Strauss, Alda Wakamatsu, Venancio AF Alves, Angela F Logullo, Fernando A Soares, Kornelia Polyak, José E Belizário

**Keywords:** Breast cancer, Dermcidin, ERBB signaling, Oncogene, Apoptosis

## Abstract

**Background:**

We previously identified dermicidin (DCD), which encodes a growth and survival factor, as a gene amplified and overexpressed in a subset of breast tumors. Patients with DCD-positive breast cancer have worse prognostic features. We therefore searched for specific molecular signatures in DCD-positive breast carcinomas from patients and representative cell lines.

**Methods:**

DCD expression was evaluated by qRT-PCR, immunohistochemical and immunoblot assays in normal and neoplastic tissues and cell lines. To investigate the role of DCD in breast tumorigenesis, we analyzed the consequences of its downregulation in human breast cancer cell lines using three specific shRNA lentiviral vectors. Genes up- and down-regulated by DCD were identified using Affymetrix microarray and analyzed by MetaCore Platform.

**Results:**

We identified DCD splice variant (DCD-SV) that is co-expressed with DCD in primary invasive breast carcinomas and in other tissue types and cell lines. DCD expression in breast tumors from patients with clinical follow up data correlated with high histological grade, HER2 amplification and luminal subtype. We found that loss of DCD expression led to reduced cell proliferation, resistance to apoptosis, and suppressed tumorigenesis in immunodeficient mice. Network analysis of gene expression data revealed perturbed ERBB signaling following DCD shRNA expression including changes in the expression of ERBB receptors and their ligands.

**Conclusions:**

These findings imply that DCD promotes breast tumorigenesis via modulation of ERBB signaling pathways. As ERBB signaling is also important for neural survival, HER2+ breast tumors may highjack DCD’s neural survival-promoting functions to promote tumorigenesis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12885-015-1022-6) contains supplementary material, which is available to authorized users.

## Background

We previously described DCD as a candidate oncogene in breast cancer based on its copy number gain and overexpression in a subset of tumors [1]. Patients with DCD-positive breast cancer are more likely to have metastatic lymph nodes, larger tumors, and worse clinical outcome [1]. We also demonstrated that overexpression of DCD enhanced cell proliferation and resistance to oxidative stress-induced apoptosis in cell culture [1]. Furthermore, we showed that DCD encodes for a secreted protein that binds to a candidate receptor present on the cell surface of breast cancer cells and neurons [1].

In normal human tissues DCD displays a restricted expression pattern with significant expression detected only in eccrine sweat glands of the skin [2] and in certain parts of the brain [1] Overexpression of DCD was reported in multiple human tumor types including melanoma, cutaneous tumors, breast, prostate, pancreatic, and hepatocellular carcinomas [1,3-9]. The 11 kDa full-length DCD protein and proteolytic peptides derived from it have been proposed to have diverse biological functions, such as acting as a growth and survival factor in breast cancer [1] and in neural cells [10,11], displaying antibacterial activity [2,12,13], and inducing cancer-associated cachexia in animal models and in cancer patients [14,15]. In addition, a recent study demonstrated that DCD may function as a proteolytic enzyme which can cleave and activate the pro-MMP-9 matrix metalloproteinase and, thus, may also promote tumor cell invasion [16].

Despite the presumed importance of DCD in tumorigenesis and neurodegenerative diseases, the molecular mechanisms behind its many physiological and pathological functions, its receptor, and the signaling pathway activated by it remain obscure. The DCD gene appears to have evolved fairly recently during evolution, as no homologous genes could be identified beyond New World Monkies based on Southern blot [1]. This apparent lack of DCD homologues in lower organisms made deciphering its biological function more difficult. Even in the human genome only two proteins show limited homology to DCD, and only one of these, lacritin (LACRT), has been characterized to some extent [17]. LACRT is closely linked to DCD at chromosome 12q13 and it is co-amplified and co-expressed with DCD in a subset of breast tumors [1]. Similar to DCD, lacritin is also a secreted survival factor and it was proposed to elicit its effects via activating a not-yet-identified G-protein coupled receptor(s) and calcium signaling [17-20]. However, it is unknown if DCD also functions via related signaling pathways.

To further investigate the function of DCD in breast cancer, here we describe the identification of a DCD splice variant (DCD-SV) and the consequences of downregulating DCD expression in the MDA-MB-361 human HER2+ breast cancer cell line and upregulating DCD in the MCF-7 human HER2- breast cancer cell line and in the SK-BR-3 human HER2+ amplified cell line. Notably, we determined that DCD might elicit its oncogenic and pro-survival effects via modulation of ERBB signaling.

## Methods

### Cell lines and tissue specimens

Breast tumor specimens were obtained from Boston area hospitals and AC Camargo Cancer Center (São Paulo, SP, Brazil). Normal human skin and placenta were collected at Hospital São Paulo (São Paulo, SP, Brazil). The use of the human specimens was approved by the institutional review boards (IRB) of the Brigham and Women’s and Massachusetts General Hospitals (Boston, MA, USA), Duke University Medical Center (Durham, NC, USA, the National Disease Research Interchange (Philadelphia, PA, USA) and AC Camargo Cancer Center (São Paulo, SP, Brazil). The need for informed consent was waived as the human specimens were deidentified. Breast cancer cell lines were previously described [1] and updated in Additional file 1: Table S1. For the generation of derivatives of the MDA-MB-361 cell line expressing DCD shRNA, we designed shRNA against different regions of the DCD transcript and subcloned them into pLKO-puro lentiviral construct. Lentivirus generation and validation of the shRNA clones was performed as previously described [21]. For generation of the MCF-7-DCD and SK-BR-3-DCD human cell lines, the full length human DCD cDNA was cloned into pcDNA3.1+ expression vector at *Bam*H1 and *Eco*R1 restriction enzyme sites. Plasmids were transfected into cells using LipofectAMINE 2000 (Invitrogen) and selected in 200–600 μg/ml G418 (Invitrogen). Transfection was confirmed by PCR and Western blot analyses as previously described [22].

### PCR, microarray, and network analyses

RNA preparation and RT-PCR analyses were conducted essentially as we described [1]. Gene expression profiling was performed by the Dana-Farber Microarray Core Facility using Affymetrix U133 Plus 2.0 chip following the manufacturer’s protocols; data was analyzed by dChip software [23]. Microrray data was deposited into GEO, accession number # GSE57578, and is available to scientific community (Additional file 2). Gene expression levels were compared pair-wise between control pLKO and each of the three DCD shRNA derivatives. Genes that displayed statistically significantly different expression in all three pair-wise comparisons were selected for further analyses using the MetaCore platform essentially as previously described [24]. Details of network analyses are included in the Supplementary Data. Quantitative RT-PCR analyses were performed using SYBR Green RT-PCR kit (Invitrogen, Carlsbad, CA) according to manufacturer’s instructions on Mx3005P® qPCR System (Agilent Technologies). REST^©^ software was used for statistical analyses [25]. Expression data is expressed as means ± SD. Primer sequences used for PCR amplifications are available from the authors upon request.

### Immunohistochemical, immunoprecipitation and immunoblotting analyses

Immunohistochemical analysis (IHC) of formalin fixed paraffin embedded cells and tissue samples was performed as previously described [1] using affinity-purified rabbit polyclonal raised against DCD synthetic peptide (RQAPKPRKQRSS) and DCD-SV synthetic peptide (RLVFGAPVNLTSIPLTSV), and commercially available antibodies to DCD as follow: G-81 mouse monoclonal [26], goat polyclonal (Santa Cruz Biotechnology, San Diego, CA) and rabbit polyclonal (Abgent Inc, San Diego, CA). The C-terminal peptides of human DCD and DCD-SV were used for target/specificity assay. Immunoblot analyses were performed as described [1]. For immunofluorescense, immunohistochemical and immunoprecipitation studies, the following mouse, human or rabbit primary and secondary antibodies were used: EGFR (sc-03), pEGFR (tyr 1173, sc 12351) (Santa Cruz Biotechnology), EGFR and ErbB-2/HER2 (pharmDX), cytokeratin-5/6 and cytokeratin-18 (DakoCytomation), Trastuzumab/Herceptin (Genentech Inc, South Francisco, CA), pMAPK 38 (tyr 180, 182), pAKT (tyr 308) (Cell Signaling Technology), α-tubulin, β-actin (Sigma-Aldrich, St. Louis, MO), and FITC-labeled goat anti-mouse or rabbit (Santa Cruz Biotechnology and Cell Signaling). To evaluate the phosphorylation status of EGFR, the MDA-MD-361 or MCF-7 cell clones were treated with recombinant EGF (Sigma) for 15 min, and cultures washed twice ice-cold PBS and lysed in immunoprecipitation buffer as described [27]. Lysates were incubated with anti-pEGFR overnight at 4°C and next with protein A- and G-Sepharose for 2 h and then the immunocomplexes were pelleted by centrifugation. Western blotting was performed as described [1].

### Cell proliferation and survival assays

For cell proliferation assays, cells were seeded at 4 × 10^3^ cells per well in 24-well plates in DMEM with 1% FCS and treated with recombinant DCD at concentrations 1 to 1000 ng/ml. Cell proliferation was determined by incubating the cells for 3–5 days in the presence of 0.1 mM bromo-2’-deoxyuridine (Oncogene Research, Cambridge, MA) followed by detection using protocols provided by the manufacturer. For cellular survival assay, 1-2 × 10^3^ cells in 96-well plates were incubated overnight and subsequently treated with different concentrations of H_2_O_2_, staurosporine, and TNF-α with cyclohexamide for 16–18 hours. Cellular viability was determined using a tetrazolium salt assay (Sigma-Aldrich, St. Louis, MO). Each experimental condition was measured in quadruplicates and each experiment was performed at least three times. Results are expressed as mean ± SEM.

### Xenograft assays in immunodeficient mice

For xenograft assays, 6-week-old female BALB/c nude mice were subcutaneously injected in the flank with 200 μl of matrigel (Becton-Dickson Biosciences, NJ) alone (control group) or mixed with 1 × 10^6^ cells from MDA-MB-361 pLKO clone (pLKO group) or MDA-MB-361 DCD shRNA clone (IBC-I group). Five animals were used in each group. Body weight, tumor mass and overall status were monitored every two days throughout 45 days. Animal weight is expressed as mean ± SD percentage of weight at injection. The mice were euthanized and organs and tumors were dissected, weighed and frozen in liquid nitrogen or fixed in 10% buffered formalin and embedded in paraffin. Xenograft experiments were repeated twice with essentially the same results. For *in vivo* therapy study, female nude mice (20–25 g) were subcutaneously injected in the dorsal flank with ~1 × 10^6^ MDA-MB-361 parenteral cells diluted 1:1 in Matrigel. When tumor volumes reached 200–300 mm^3^, mice were randomly distributed into groups in order to test the different treatment. Animals in group 1 received intraperitoneal doses of trastuzumab (20 mg/kg), animal in group 2 received a mixture of goat polyclonal anti-DCD antibodies (1 mg/Kg), named N-20, A-20 and S-19 (Santa Cruz Biotech); and animal in group 3 their combination one a week for a five weeks. Tumors were measured with a caliper every week, and volume calculated by the formula: tumor volume = (width)^2^ × length × 0.5. The body weight changes and performance status were monitored daily for 5 weeks. All animal experiments were performed according to a protocol approved by the Animal Care and Use Committee of the Institute of Biomedical Sciences, University of São Paulo.

### Statistical analyses

Results are expressed as mean ± SD. Data were analyzed by the Student’s paired t-test, one-way (or two-way) ANOVA and Fisher’s exact test as appropriate, using Prism software. For the mouse xenograft experiments, three groups of animals were compared using the exact Wilcoxon rank sum test.

## Results

### Expression of DCD and DCD-SV in normal and neoplastic tissues

While analyzing the expression of DCD by RT-PCR in various normal and neoplastic tissues and cell lines, we identified a larger transcript co-expressed with DCD. The transcript contains a different fifth exon as a result of alternative splicing (Figure 1A), thus, we designated it DCD-SV (for DCD splice variant). This 526 bp DCD-SV encodes a 12.1 kDa protein with a different C-terminus missing the hydrophobic coiled-coil structure (amino acids 80–103) thought to be essential for the antibacterial function of DCD [2]. The expression of DCD and DCD-SV correlated well in most tissue samples and cell lines analyzed, although the relative levels of the two transcripts demonstrated some variability (Figure 1A). To define relative DCD and DCD-SV expression levels more precisely, we performed quantitative RT-PCR analysis of various human tissue samples and cell lines. Among normal tissues, placenta expressed almost only DCD-SV, whereas in normal breast both transcripts were detected at a 2:1 ratio and cell lines displayed variable DCD and DCD-SV expression levels (data not shown). Another group also identified a short truncated (DCD-SV-1) and a larger (DCD-SV-2) form of DCD in human placental tissue [19]. DCD-SV-1 is expressed in villous parenchyma whereas the larger DCD-SV-2 isoform, which is similar to the DCD-SV sequence identified in our study, is expressed preferentially in reflected membrane [16].

**Figure 1:**
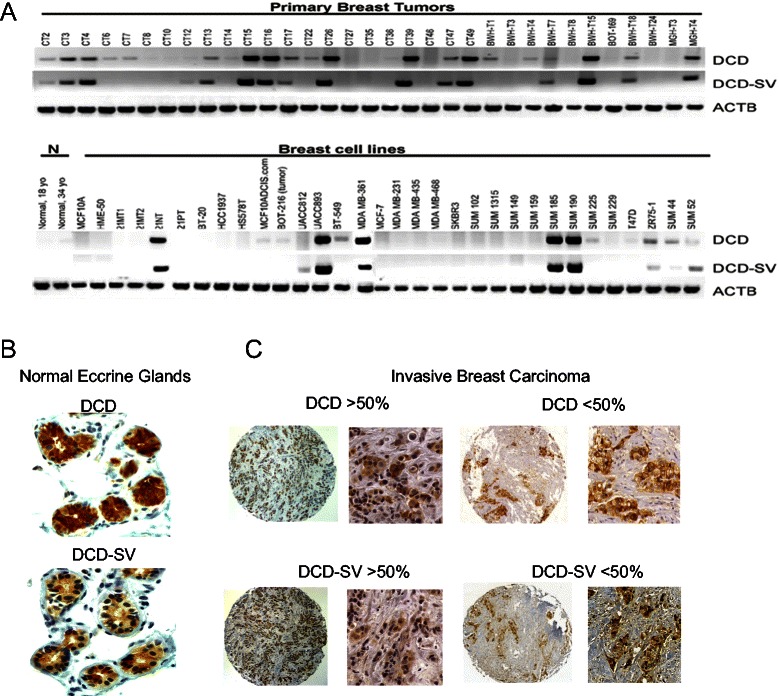
**Expression of DCD and DCD-SV in normal and neoplastic tissues. A**, RT-PCR analysis of DCD and DCD-SV expression in primary human breast carcinomas and in breast cell lines. N denotes normal breast organoids obtained from two different age women. Amplification of ACTB (actin) was used to indicate equal loading. **B**, DCD and DCD-SV immunostaining of epithelial cells and ducts of sweat gland of the skin, **C**, Representative tumor tissue sections stained with rabbit polyclonal antibodies to DCD and DCD-SV. Magnification of 40× and 200×.

We performed IHC using different antibodies and routinely detected the expression of DCD and DCD-SV in epithelial cells of human eccrine sweat glands (used as control) and luminal side of secretory ducts (Figure 1B). The reactivity was not present in normal mammary epithelial cells, and reliable staining was present in membrane and weaker in cytoplasm of tumor cells (Figure 1C). Next, we examined ~600 samples of primary and invasive carcinomas spotted in two tissue microarrays slides. The patient cohort was previously clinic-pathological evaluated and the tumors classified as negative or positive for estrogen and progesterone receptors and EGFR and HER2 receptors [28]. The Nottingham system was used for assessment of histologic grade of each tumor [28]. A group of 26 samples with consistent DCD immunoreactivity in <50% or >50% of tumor cells was classified into subgroups according to their clinical and pathological features. Statistically significant associations (p < 0.05) were found between DCD reactivity >50% and the subgroups with either high histological grade or with HER2 score 3 (Table 1.A). No relationship with overall survival was found. These results are in line with the findings of our previous study analyzing a smaller cohort [1].

**Table 1:** **Association of DCD expression and Breast Cancer Biomarkers**

A. Association between the clinical-pathological features and molecular markers in DCD-positive breast cancer patient samples			
*Characteristics*	Invasive Breast Carcinoma, n = 26		
*Median age, years range*	56 (37–79)		
*DCD expression*	<50%	>50%	
	no. (%)	no. (%)	*P*-value
*Nodal status*			
Negative, n = 9	7 (77.8)	2 (22.2)	0,11
Positive, n = 17	7 (41.1)	10 (58.9)	
*Histological Grade*			
Intermediate, n = 10	7 (70)	3 (30)	*0,008*
High, n = 16	2 (12.5)	14 (87.5)	
*Estrogen Receptor*			
Negative, n = 15	6 (40)	9 (60)	0,13
Positive, n = 11	8 (72.7)	3 (27.3)	
*Progesterone Receptor*			
Negative, n = 16	6 (37.5)	10 (62.5)	0,22
Positive, n = 10	7 (70)	3 (30)	
*ERBB2*			
Score 0–2, n = 14	14 (100)	0	*0,001*
Score 3, n = 12	0	12 (100)	
**B. Association between DCD and ERBBs mRNA expression in 55 breast cancer cell lines**			
	DCD expression (RMA,log2)		
	<4	≥4	
	no. (%)	no. (%)	*P*-value
*ERBB2*			
<8, n = 25	13 (23.6)	12 (21.8)	*0,047*
≥8, n = 30	7 (12.7)	23 (41.8)	
*ERBB3*			
<9, n = 21	12 (21.8)	9 (16.3)	*0,044*
≥9, n = 34	9 (16.3)	25 (45.4)	
*ERBB4*			
<4, n = 21	10 (18.1)	11 (20)	0,391
≥4, n = 34	11 f	23 (41.8)	
*EGFR*			
<7, n = 40	17 (30.9)	23 (41.8)	0,795
≥7, n = 15	5 (0.05)	10 (14.5)	

*P* = Statistical significance by Fisher’s exact.

RMA = robust multiarray average.

To further confirm the association of ERBBs and DCD expression, we compiled freely available microarray data sets of 55 human breast cancer cell lines obtained from Cancer Cell Line Encyclopedia (http://www.broadinstitute.org/ccle). The list is described in Additional file 1: Table S1 and has representative models for the different subtypes of the disease [29]. The association analyses were done across the subgroups classified as higher or lower based on whether the value was below or above the median of RMA (robust multiarray average) normalized expression value for the DCD and ERBB genes obtained in CCLE. Again, we found statistically significant association (p < 0.05) between DCD expression (RMA ≥4) with HER2 (RMA ≥8) and also with HER3 (RMA ≥9) expression (Table 1.B, Additional file 1: Table S1). As expected, in these groups are cell lines classified in the HER2 and luminal subtype, in which HER2 gene is amplified or superexpressed [29] and (Additional file 1: Table S1).

### Consequences of DCD downregulation

To assess the function of DCD in breast cancer cells with high endogenous expression, we generated derivatives of the MDA-MB-361 human breast cancer cell line expressing three different shRNAs against DCD (IBC-I, IBC-II, and IBC-III) using pLKO plasmid-derived lentiviruses. Efficient downregulation of DCD mRNA and protein was confirmed by multiple assays including RT-PCR analyses (2C), immuno-cytochemistry (2A), and immuno-blotting (Figure 2D). Cells expressing DCD shRNAs had significantly reduced colony-forming ability (Figure 2B).

**Figure 2:**
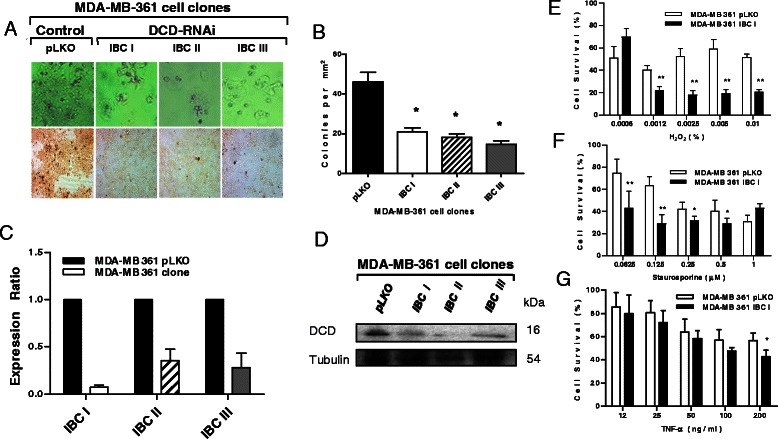
**Characterization of MDA-MB-361 cell line derivatives expressing DCD shRNA.** All experiments were repeated using three independent cell clones with essentially identical results. Representative experiments are depicted in the figures. **A**, Morphology of the cells (upper panel) and immunocytochemical analysis (lower panel) of DCD protein expression. **B**, Quantitative analysis of colony numbers (≥25 cells/colony) two weeks following plating of the cells. y-axis indicates mean colony counts ± SD; * denotes statistically significant (p < 0.05) differences. Quantitative RT-PCR **(C)** and immune-blot analysis **(D)** confirming reduced levels of DCD mRNA and protein, respectively, in DCD shRNA expressing cells. Cellular survival of control pLKO (white bars) and DCD shRNA expressing (black bars) cells following treatment with the indicated concentration of H_2_O_2_**(E)** staurosporine **(F)** and TNF-α plus cyclohexamide **(G)**. Y axis indicates % surviving cells compared to untreated controls.

To evaluate if down-regulation of DCD affects cellular resistance to apoptosis, we exposed the cells to various doses of cytotoxic agents and found that their cellular resistance to H_2_O_2_ (Figure 2E), staurosporine (Figure 2F), and TNF-α at 200 ng/ml (Figure 2G) were significantly reduced. These results are in agreement with prior studies describing higher apoptosis resistance of cancer cells overexpressing DCD [1,6,7,9].

Next, we analyzed the effect of DCD downregulation on tumorigenesis by performing xenograft assays in immunodeficient mice. Mice inoculated with MDA-MB-361 cells expressing IBC-I shRNA developed smaller tumors compared to control pLKO cells (Figure 3A). The overall weight of various organs of mice inoculated with tumor cells was significantly reduced compared to animals without tumor, but no difference in body weight was observed between control and DCD shRNA expressing cells, and we did not observe cachexia in any of the experiments (Figure 3C,E). However, we observed a significant difference in tumor mass between control pLKO and IBC-I groups, which could explain the more pronounced weight losses of carcass, gastrocnemius, and soleus skeletal muscles in these mice (Figure 3E). Macroscopic local invasion or metastasis was not observed in any of the animals analyzed (data not shown). Immunohistochemical analysis confirmed decreased DCD protein levels in DCD shRNA expressing compared to control xenografts (Figure 3D). Additionally, we observed increased expression of CK-18 in DCD shRNA expressing xenografts implying more luminal phenotype that could contribute to decreased tumor growth (Figure 3D).

**Figure 3:**
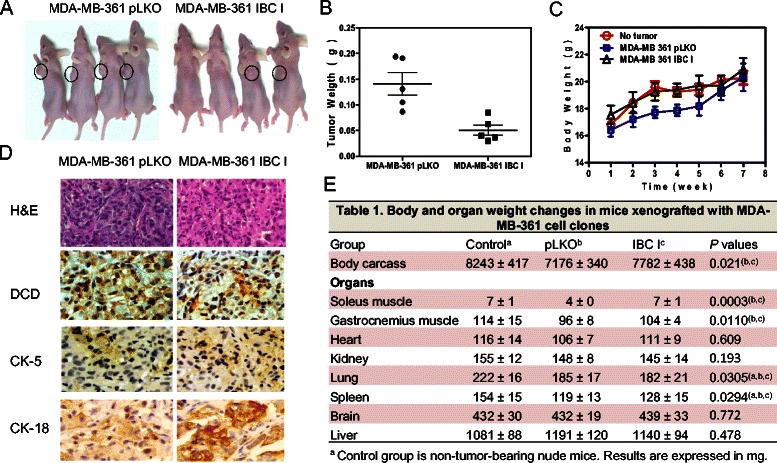
**The effect of DCD downregulation on tumorigenesis. A**, Representative mice from control and DCD shRNA experimental groups twelve weeks after injection demonstrating visible differences in tumor size. No physical signs resulting from cachexia were observed in either group of mice. **B**, Body weight of mice during the course of the experiment. Data are mean ± SE for 5–6 mice per group. *indicates statistically significant (P < 0.05) differences calculated by ANOVA. **C**, Variation of body weight along xenograft tumor growth. Data are expressed as mean ± SE of the average of weights of 5–6 animals in each experimental group. Statistical differences among groups were determined by One-way ANOVA with Turkey’s pairwise comparisons. **D**, Immunohistochemical analysis of DCD and cytokeratin 5 (CK-5) and 18 (CK-18) protein expression in xenografts derived from cells expressing DCD shRNA (IBC-I) compared to pLKO controls. **E**, Table 1 showing summary of tumor size and weight of carcass, skeletal muscles, and individual organs. Data are expressed as mean ± SE of the average of wet weights of organs of 5–6 animals in each experimental group. Statistical differences among groups were determined by One-way ANOVA with Turkey’s pairwise comparisons.

### Signaling pathways modulated by DCD

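RNA from MDA-MB-361 cells, an established breast cancer line, was hybridized to 4 Affymetrix U133 Plus 2.0 arrays. There was 1 array from cells carrying the empty lentiviral vector pLKO, and 1 array from each of 3 cell pools that express a different short hairpin RNA (shRNA) against DCD, named IBC-I, IBC-II and IBC-III. DCD itself is read by 1 probe set, whose intensity was 7 in IBC-I, 6 in IBC-II, 2.7 in IBC-III and 2 in pLKO. All 4 values lie under the floor of 16 that was set for low intensities, so DCD was not measurable on these arrays and they do not check the knockdown. The deposited values are linear intensities, with a median of 20 in IBC-I, 24.7 in IBC-II, 13.4 in IBC-III and 20.6 in pLKO, and they were taken as not normalized between arrays. The paper names dChip for the analysis, and the deposited values differ from the dChip values of Table S2. RNA quality differed between the arrays. The ratio of the 3' to the 5' control probe set of ACTB was 9.67 in IBC-I, 2.58 in IBC-II, 42.6 in IBC-III and 5.29 in pLKO, and that of GAPDH was 2.18, 1.02, 13.1 and 1.09 in the same order, while the spiked hybridization controls had mean intensities between 2315 and 2543 on all 4 arrays. A high ratio is a mark of degraded RNA or incomplete labelling. The intensities were quantile normalized, floored at 16 and expressed as log2, and the 27307 probe sets with a mean at or above the median probe set were tested. Each shRNA array was set against the pLKO array. limma was also fitted with 2 residual degrees of freedom, where the lone pLKO array is assumed to vary like the shRNA arrays. The control has no replicate, and all 3 comparisons share it, so a difference of the pLKO culture from any other cause enters all 3. The number of arrays limits the precision.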

To investigate the mechanisms underlying the growth and survival-promoting effects of DCD in MDA-MB-361 breast cancer cells, we analyzed the global gene expression profiles of control pLKO and DCD shRNA expressing cells (Figure 4A, Additional file 3: Table S3). Genes were identified as differentially expressed if their expression showed at least three-fold difference in each of the three pair-wise comparisons. 

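By the brightest probe set of each gene, SERPINA3, a secreted protease inhibitor, was 12.3-fold lower than pLKO in IBC-I, 25.7-fold lower in IBC-II and 11.7-fold lower in IBC-III. GDF15, a stress-induced cytokine, was 12.7-fold, 23.9-fold and 5.75-fold lower in the same order. NDRG1, which is induced by hypoxia, was 5.63-fold, 4.76-fold and 14.8-fold lower, DDIT4, an inhibitor of mTORC1, was 8.14-fold, 4.70-fold and 8.42-fold lower, and the integrin subunit ITGA6 was 8.06-fold, 5.94-fold and 4.55-fold lower. The chemokine CXCL8 was 5.67-fold lower in IBC-I, at least 8.29-fold lower in IBC-II, where it was at the floor, and 6.56-fold lower in IBC-III. In the other direction, the peptide transporter SLC15A2 had deposited intensities of 79 in IBC-I, 79.4 in IBC-II and 62.9 in IBC-III against 10.6 in pLKO, where it is at the floor after normalization, and SOX2, a transcription factor of stem cells, was 3.52-fold, 4.60-fold and 3.01-fold higher. With the mean of all probe sets of a gene, the mean log2 difference moved from -3.59 to -1.86 for GDF15, from -2.76 to -1.76 for CXCL8 and from 1.87 to 0.92 for SOX2. The mean of all probe sets takes in any that are under the filter. With a floor of 64 the mean log2 difference was -1.05 for CXCL8 and 0.12 for SOX2. By the rule of at least 3-fold in each of the 3 comparisons, 49 of the 27307 probe sets were lower in the DCD shRNA arrays and 10 were higher. Without IBC-III, the array with the highest 3' to 5' ratios, 100 were lower and 41 higher in the other 2 comparisons. With a floor of 1 the balance turned to 34 lower and 246 higher. limma called 0 probe sets in either direction at an adjusted p under 0.05, with 125 lower and 81 higher at an unadjusted p under 0.05, where chance gives about 1365. The methods' paired test of the 3 log2 differences gave 1076 lower and 1246 higher at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment. In 100 simulations of unchanged arrays with limma's moderated spread of the shRNA arrays, the 3-fold rule gave a mean of 133.5 lower and 83.2 higher probe sets. That spread comes from arrays with different hairpins, IBC-III among them, and gives more than was observed, so the simulation sets no bound on the numbers that chance gives here.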

Using these criteria we identified 208 up and 27 down-regulated genes (Additional file 3: Table S3). Down-regulation of DCD resulted in decreased levels of several genes that regulate oxidative stress, hypoxia, and angiogenesis including disulfide isomerase-associated 3, 4 and 6 (PDIA), stress 70 kDa protein chaperone (STCH), heat shock 70 kDa protein 5 (GRP78), hypoxia-inducible gene 2 protein (HIG2), VEGF-A, and VEGF-B. The c-MYC transcription factor, which controls the expression of numerous genes involved in metabolism, protein synthesis, and cell proliferation was also down-regulated in DCD shRNA expressing cells. 

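HSPA5 (GRP78), the main chaperone of the endoplasmic reticulum, was 3.14-fold lower than pLKO in IBC-I, 3.13-fold lower in IBC-II and 6.06-fold lower in IBC-III, while its other probe set had a log2 difference of 0.76 in IBC-III. HSPA13 (STCH) was 2.59-fold, 2.52-fold and 4.08-fold lower in the same order. The disulfide isomerase PDIA3 was 1.89-fold, 2.21-fold and 1.98-fold lower, with 2 of its 3 probe sets lower in all 3 comparisons, PDIA4 was 1.48-fold, 2.54-fold and 1.14-fold lower, and PDIA6 was 4.06-fold, 1.97-fold and 9.02-fold lower. HILPDA (HIG2) was 1.58-fold, 2.55-fold and 2.35-fold lower. VEGFA, the endothelial growth factor, was 8.78-fold lower in IBC-I and 10.7-fold lower in IBC-II but 1.58-fold lower in IBC-III, and 3 of its 4 probe sets were lower in all 3 comparisons. VEGFB had a log2 difference of -0.80 in IBC-I, -0.55 in IBC-II and 0.35 in IBC-III, which becomes -0.25 in IBC-III with median centring and -0.87 in the values as deposited. MYC was 1.89-fold, 4.42-fold and 1.56-fold lower. With the mean of all probe sets of a gene, the mean log2 difference moved from -1.96 to -1.10 for HSPA5 and from -1.02 to -0.43 for PDIA3. For PDIA6 it moved from -2.06 to -1.10 without IBC-II, where another of its probe sets is the brightest, and for VEGFA it moved from -2.40 to -3.28 without IBC-III. Of 25 genes for protein folding in the endoplasmic reticulum, 20 were lower and 0 higher than pLKO in all 3 comparisons, with DNAJB9 4.14-fold, 4.07-fold and 3.05-fold lower. Of 26 genes induced by low oxygen, 21 were lower and 0 higher, among them the prolyl hydroxylase P4HA1 at 2.69-fold, 4.92-fold and 9.18-fold and the kinase PDK1 at 2.64-fold, 5.76-fold and 9.12-fold. Of 23 genes of oxidative stress defence, 5 were lower, 3 were higher and 15 went both ways. Of 9 angiogenic growth factors, 3 were lower and 3 higher. camera with a preset correlation gave an adjusted p of 7.5e-10 for the chaperones and 2.0e-13 for the hypoxia genes. For both the adjusted p = 0.373 with an estimated correlation and 0.196 from fry. For the hypoxia genes the estimated correlation was 0.020, near the preset 0.01, while camera's unadjusted p rose from 7.4e-15 to 0.019. Correlation between these genes does not by itself account for that rise. For oxidative stress defence camera gave 0.390 and for the angiogenic factors 0.453. With limma 0 members of these 4 lists passed over all probe sets, and adjusted over the list alone only CXCL8 passed, among the angiogenic factors. These lists were written after Table S2 had been read, and 11 of the chaperones and 15 of the hypoxia genes are in that table, so they are not independent of these samples. No single gene passed limma, where the smallest adjusted p was 0.9998, and in IBC-I and IBC-III the lower values go with higher 3' to 5' ratios than in pLKO.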

Several genes regulating cell survival and death also showed altered expression in DCD shRNA expressing cells including protein phosphatase 3, the catalytic subunit of calcineurin A (PPP3CA), calcium/calmodulin-dependent protein kinase II delta (CAMK2D), thioredoxin-interacting protein (TXNIP), and cyclin-dependent kinase 6 (CDK-6). 

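TXNIP, an inhibitor of thioredoxin whose transcription follows glucose, was 29.3-fold higher than pLKO in IBC-I, 17.4-fold higher in IBC-II and 2.11-fold higher in IBC-III, and all 3 of its probe sets were higher in every comparison. ARRDC4, a related arrestin that shares its glucose control, was 4.06-fold, 5.86-fold and 1.70-fold higher in the same order. PPP3CA, the catalytic subunit of calcineurin, was 2.81-fold, 3.82-fold and 3.06-fold higher, with 2 of its 3 probe sets higher in all 3 comparisons. CDK6 was 3.43-fold, 2.34-fold and 2.14-fold higher, with 2 of its 4 tested probe sets higher in all 3 comparisons. CAMK2D was 2.38-fold, 1.78-fold and 3.04-fold higher by its brightest probe set, and of its 4 tested probe sets 2 were higher in all 3 comparisons and 2 went both ways. In IBC-III the raw intensity of the brightest probe set of TXNIP was 85 against 93.3 in pLKO, that of CDK6 was 61.7 against 62.1, and that of ARRDC4 was 28 on both arrays, so that by these probe sets they are higher there only after normalization. Other probe sets were higher there in raw intensity too, at 43.4 against 16.2 and 62 against 46.4 for TXNIP and 23.6 against 10.3 for CDK6. The remaining tested probe sets of CDK6 were lower there in raw intensity, at 2.2 against 13.2 and 4.3 against 17.1. With the mean of all probe sets of a gene, the mean log2 difference moved from 1.23 to 0.50 for CAMK2D and from 1.37 to 0.54 for CDK6. That mean takes in probe sets under the filter: of 5 for CAMK2D and 7 for CDK6, 4 each were tested. The mean log2 difference of TXNIP moved from 3.36 to 2.60 without IBC-I and to 4.50 without IBC-III. Of 19 regulators of apoptosis, 5 were lower than pLKO in all 3 comparisons, 4 were higher and 10 went both ways, and camera gave an adjusted p of 0.453. Of 6 subunits of calcineurin and CaM kinase, 3 were higher and 1 lower, with an adjusted p of 0.0564 from camera. The median of this list turned from a log2 difference of 0.49 to -0.06 in the values as deposited. For the same 6 probe sets it kept its sign there, so the turn also rests on a change in the members or probe sets taken. limma's unadjusted p was 0.0333 for TXNIP, 0.0328 for PPP3CA, 0.0761 for CDK6 and 0.107 for CAMK2D. After adjustment 0 of these 4 genes passed, and 0 members of both lists passed adjusted over the list alone.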

Calcineurin is a calcium and calmodulin-regulated protein phosphatase that acts as a molecular integrator of specific calcium signals. TXNIP is an inhibitor of thioredoxin, a central regulator of redox states [30]. Thus, cells overexpressing DCD may display increased resistance to oxidative stress-induced apoptosis due to their higher anti-oxidant activity potentially because thioredoxin is relieved of inhibition by TXNIP. Therefore, inhibiting DCD activity by antibodies or small molecules may increase tumor cell susceptibility to radiation and chemotherapy.

**Figure 4:**
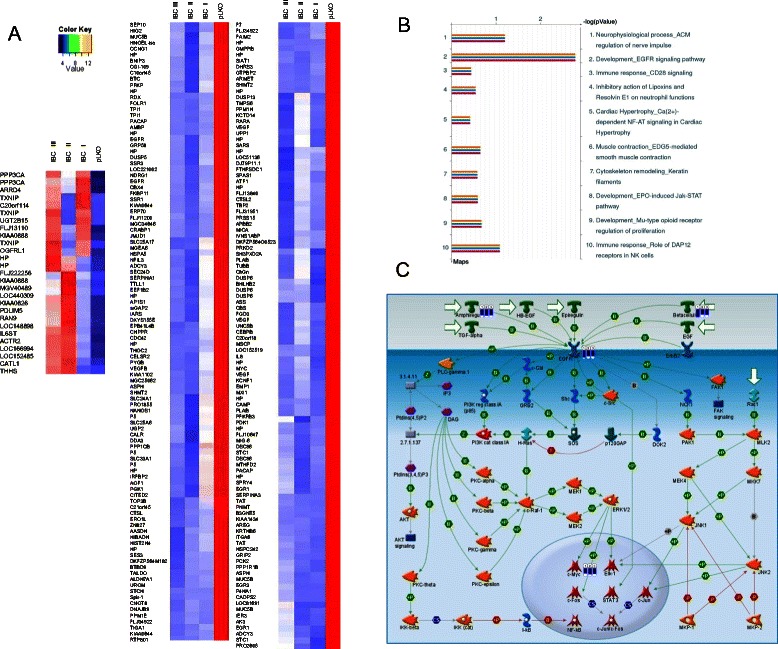
**The effect of DCD levels on global gene expression profiles. A**, Heatmap depicting relatedness of gene expression profiles of control and DCD shRNA expressing cells. Hierarchical clustering was applied to Microarray data and selected portions of the clustering heat map are shown here. Each row represents a probe and the official symbol of gene is shown. Red and green indicate high and low gene expression levels, respectively. **B**, Gene ontology biological process categories highly represented in DCD shRNA expressing cells. Categories with an enrichment score >2 using the DAVID Functional Annotation Tool are plotted. **C**, Development_ERBB signaling canonical pathway map generated by MetaCore. Blue thermometers in Betacellulin, amphiregulin, EGFR and c-Myc indicate fold-change in expression levels in each of the three different DCD shRNA expressing cell pools compared to control pLKO. See Additional file 5 for network legend.

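Across the 27307 probe sets, the pLKO array was closest to IBC-II, with Pearson's r of 0.937 between their log2 values, and then to IBC-I with 0.889. IBC-III stood apart from all other arrays, with r of 0.780 with IBC-I, 0.703 with IBC-II and 0.722 with pLKO. IBC-I and IBC-II had r of 0.897. These correlations are across probe sets, which are not independent replicates. Set against the other 3 arrays, pLKO differed from each of them by at least 3-fold, the same way, in 59 probe sets, IBC-I in 83, IBC-II in 59 and IBC-III in 2147. Without IBC-III, the number against the other 2 arrays was 141 for pLKO, 407 for IBC-I and 86 for IBC-II. The log2 differences from pLKO correlated with r of 0.419 between IBC-I and IBC-II, 0.474 between IBC-I and IBC-III and 0.165 between IBC-II and IBC-III, where unchanged arrays set against a shared control gave 0.499 in simulation. The covariances were 0.186, 0.447 and 0.117 in the same order, beside 0.483 in the simulation. A shared control alone gives a correlation between such comparisons. The simulated spread is that of the shRNA arrays, which holds the differences between hairpins and the IBC-III array. No conclusion is therefore drawn from the observed values against the simulated ones. Of the 657 probe sets at least 3-fold lower in IBC-I and the 225 in IBC-II, 100 were in both, a number that the shared pLKO array enters.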

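Of 17 genes of glycolysis, 12 were lower than pLKO in all 3 comparisons and 2 were higher. Triosephosphate isomerase (TPI1) was 3.51-fold lower in IBC-I, 3.64-fold in IBC-II and 3.01-fold in IBC-III, and the enolase ENO2 was 3.26-fold, 6.34-fold and 2.93-fold lower. The aldolase ALDOC, at the floor in pLKO, went the other way and was at least 3.73-fold, 2.05-fold and 2.73-fold higher on the normalized scale, while in the values as deposited its log2 difference, with the same floor, was 1.78, 1.47 and 0.80. Of 29 genes of the ATF4 and amino acid response, 13 were lower in all 3 comparisons, 1 was higher and 15 went both ways. They include PHGDH, the first enzyme of serine synthesis, at 3.67-fold, 4.23-fold and 2.08-fold lower, and the mitochondrial enzyme PCK2 at 2.95-fold, 2.99-fold and 5.38-fold lower. The median log2 difference of this list was -1.06 in IBC-I and -1.53 in IBC-II but 0.08 in IBC-III. Of 17 aminoacyl-tRNA synthetases, 8 were lower and 1 was higher, with AARS1 at 2.59-fold, 2.48-fold and 3.31-fold lower. The 3' to 5' ratios of ACTB and GAPDH were also higher in IBC-I and IBC-III than in pLKO, and lower in IBC-II. Of 12 genes of cholesterol synthesis, 2 were lower and 5 higher, with a median log2 difference of 0.29 that became -0.05 with median centring and -0.19 in the values as deposited, and of 16 MYC targets in ribosome biogenesis 5 were lower and 0 higher. Of 20 ribosomal protein genes, 12 were lower and 1 higher, with a median 1.16-fold lower. camera with a preset correlation gave an adjusted p of 2.2e-06 for glycolysis, 4.3e-09 for the ATF4 response, 0.026 for the synthetases and 0.049 for the ribosomal proteins. With an estimated correlation the adjusted p = 0.373 for glycolysis, the ATF4 response and the ribosomal proteins and 0.591 for the synthetases. For cholesterol synthesis and the MYC targets the preset correlation gave 0.196 and 0.453. With limma 0 members of these lists passed, both over all probe sets and adjusted over the list alone.

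**Figure D1:**
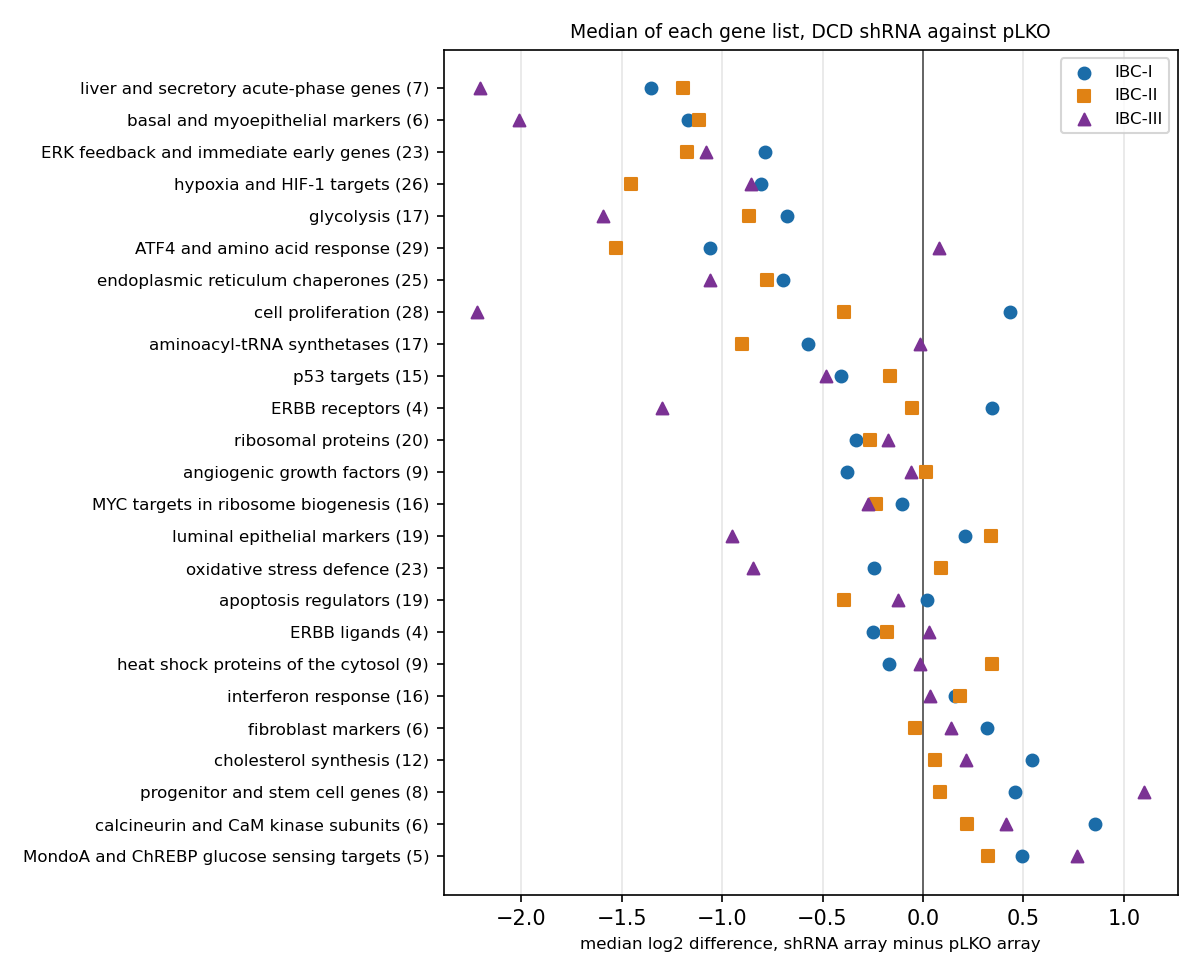
Median log2 difference from the pLKO array of each gene list with at least 4 genes tested, with the number of genes in parentheses. Each point is the median over a list's genes in 1 comparison (circle, IBC-I; square, IBC-II; triangle, IBC-III) and the vertical line marks no difference. The hypoxia list lies at -0.81, -1.46 and -0.86, and the cell proliferation list is spread from 0.43 in IBC-I to -2.22 in IBC-III.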

Systematic functional analysis of the differentially expressed genes using GEO revealed significant enrichment for genes with metabolic function among the 208 down-regulated genes, whereas among the 27 up-regulated genes were enriched in signal transduction pathways (Figure 4B). More detailed analysis of signaling networks and pathway using the Metacore software [24] predicted higher connectivity among the genes within the EGFR signaling canonical pathway. Betacellulin, amphiregulin, EGFR and c-Myc expression levels decreased in each of the three different DCD shRNA expressing cell pools compared to control pLKO (Figure 4C, Additional file 4: Excel Spreadsheet 1, Additional file 5).

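Betacellulin (BTC), a ligand of EGFR, was 2.48-fold lower than pLKO in IBC-I, 2.53-fold lower in IBC-II and, at the floor in IBC-III, at least 5.92-fold lower there. Both of its probe sets were lower in all 3 comparisons. EGFR was 2.80-fold, 2.85-fold and 5.28-fold lower by its brightest probe set, and 4 of its 6 tested probe sets were lower in all 3 comparisons. The mean log2 difference was -1.74 ± 0.72 (SD, n = 3 comparisons) for BTC, -1.80 ± 0.52 for EGFR and -1.23 ± 0.80 for MYC. For BTC it was -0.61 without IBC-II and -0.76 with a floor of 1, where its other probe set is the brightest, and -0.56 with a floor of 64. For EGFR it was -0.35 with the mean of all its 9 probe sets. Of these, 6 were tested, and the rest lie at the floor on all 4 arrays, with a difference of 0. The 2 tested probe sets that were not lower in all 3 comparisons, with means of 0.63 and 1.34, had pLKO at the floor. For MYC the mean log2 difference was -0.78 without IBC-II. Of 23 genes that are transcribed in response to ERK activity, which lies downstream of EGFR, 16 were lower in all 3 comparisons, 0 were higher and 7 went both ways. ERRFI1, a feedback inhibitor of EGFR, was 3.60-fold, 6.75-fold and 14.8-fold lower, the phosphatase DUSP5 was 3.27-fold, 2.26-fold and 5.75-fold lower, and the transcription factor EGR1 was 2.25-fold, 11.3-fold and 4.36-fold lower. Of this list, 7 genes are in Table S2, which had been read before the list was written. IBC-III, which stands apart from the other arrays, and IBC-I had higher 3' to 5' ratios than pLKO. camera with a preset correlation gave an adjusted p of 2.6e-08 for the ERK list, and the adjusted p = 0.373 with an estimated correlation and 0.385 from fry. limma's unadjusted p was 0.0507 for BTC, 0.0337 for EGFR and 0.155 for MYC. After adjustment 0 of these 3 genes passed, and 0 genes of the ERK list passed adjusted over the list alone. Of the 4 genes named at this result, amphiregulin had no named probe set and was not analysed here. The paper's network analysis predicts connectivity within the EGFR pathway, and from this the paper goes on to measure the ERBB family by quantitative PCR.

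**Figure D2:**
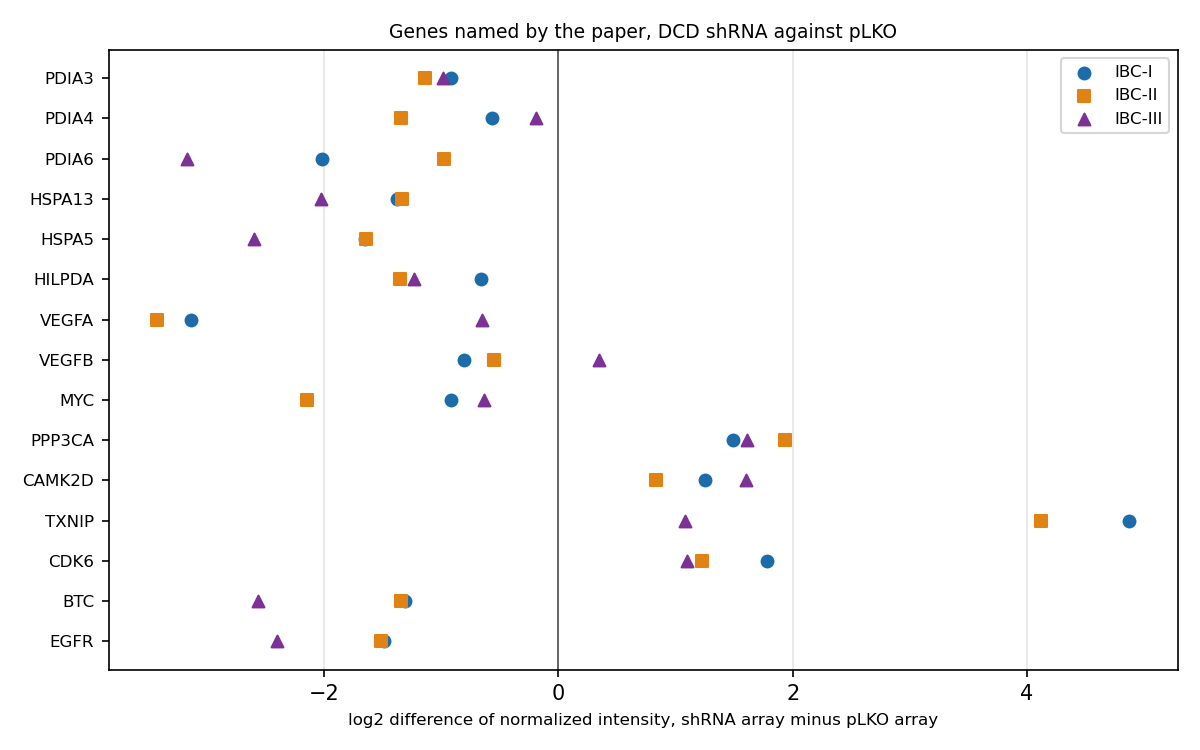
log2 difference of normalized intensity from the pLKO array for 15 genes that the paper names on this experiment, by the brightest probe set of each gene. Each point is 1 comparison (circle, IBC-I; square, IBC-II; triangle, IBC-III) and the vertical line marks no difference. BTC and EGFR lie below the line in all 3 comparisons, and VEGFB lies on both sides of it.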

To experimentally validate these predictions of network analysis studies, we analyzed the expression levels of all ERBB family members by real time PCR in control and DCD shRNA expressing cells (Figure 5A,B). These analyses indicated that the expression levels for EGFR, ERBB2, and ERBB3, and their ligands BTC, EGF, TGF-α, AREG, HB-EGF, NGR1, and NGR4 were down-regulated, whereas the ERBB4 and ligands EREG and NGR2 were up-regulated in cells expressing DCD shRNAs. The reduction of EGFR protein levels was confirmed by immunohistochemical analysis of xenografts derived from DCD shRNA expressing cells (Additional file 6). To analyze signaling changes downstream of ERBB receptors, we analyzed the phosphorylation status of EGFR, Akt and p42/44 MAPK in control and DCD shRNA expressing MDA-MB-361 cells untreated or treated with EGF 10 ng/ml. The phosphorylation of EGFR, Akt, and MAPK proteins increased in control pLKO cells but was low or no detectable in IBC-I cells (Figure 5H).

**Figure 5:**
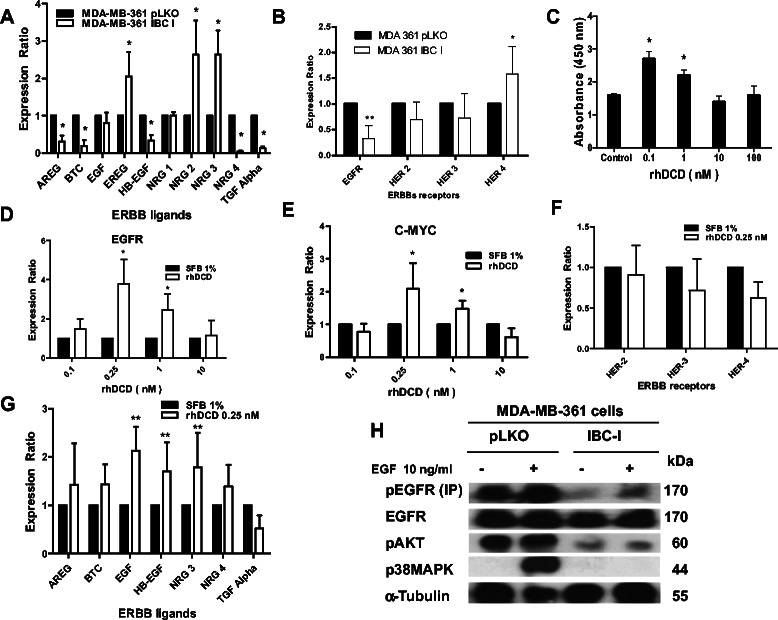
**Signaling pathways modulated by DCD. A**, Expression of ERBB family of receptors and their ligands **(B)** in control and DCD shRNA-expressing cells. Y-axis indicates mean ± SD mRNA levels (normalized to HPRT) relative to pLKO controls. **C**, Proliferation-inducing activity of highly purified recombinant human DCD in MDA-MB-361 based on BrdU incorporation assay. Columns indicate mean of absorbance units, bars, SD. Real time PCR analyses of EGFR **(D)**, C-myc **(E)**, ERBB ligands **(F)** and ERBB receptors **(G)** at the indicated doses of rhDCD. Each sample was analyzed in three independent experiments performed in duplicates. * and ** denotes P < 0.05 and P <0.01, respectively, by Student’s *t* test. **H**, effects of EGF treatment on the phoshorylation of EGFR and downstream signaling proteins p38-MAPK and pAkt in MDA-MB-361 control and DCD shRNA-expressing following of treatment with EGF 10 ng/ml for 15 minutes.

Interestingly, ERBB4 promotes differentiation in mammary epithelial cells [31,32] and it is associated with better prognosis in breast cancer patients [33,34]. ERBB4 may execute its differentiation-inducing function by dimerizing with other ERBB family members and decreasing the levels of more oncogenic ERBB heterodimers such as ERBB3/ERBB2 [35]. Correlating with this, MDA-MB-361 breast cancer cells expressing DCD shRNA displayed a more differentiated luminal epithelial cell phenotype compared to control cells (Figure 2A). The combined regulation of c-MYC, ERBBs, and several other signal pathways by DCD may play a role in this process. Thus, an intriguing hypothesis based on our data is that the physiologic function of DCD is to promote progenitor-like cellular phenotype via modulating the activity of pathways involved in maintaining stem cell states.

### Consequences of DCD overexpression or treatment

To further explore the relationship between DCD expression and ERBB signaling pathways, we generated derivatives of the MCF-7 estrogen receptor positive and HER2-non-amplified luminal breast cancer cells stably expressing DCD. We compared cell growth and survival in control and DCD-expressing cells as well as the expression levels of ERBB family of receptors and ligands and components of their signaling pathways (Figure 6). DCD overexpression increased colony formation and survival (Figure 6C,D) as well as xenograft growth in immunodeficient mice (data not shown). Similar observation was described previously [36]. The constitutive autocrine expression of DCD significantly increased the mRNA levels of EGFR, HER2/ErbB2, AREG, EGF, HB-EGF, NRG3, and NRG4 (Figure 6E,F). Following EGF stimulation, DCD-expressing MCF-7 cells displayed more pronounced phosphorylation of EGFR, Akt, and MAPK proteins compared to MCF-7 pCDNA cells (Figure 6G). Next, we demonstrated that the overexpression of DCD gene in SK-BR-3 cells increase the proliferation of this HER2-amplified cell line as well as tumor growth when the cells were implanted in the mammary fat pads of female immunodeficient mice (Additional file 7: Figure S3). Thus, the pattern of changes observed in these two DCD overexpressing cells are the opposite of those found in MDA-MB-361 cells expressing DCD shRNAs strengthening the link between DCD and ERBB signaling.

**Figure 6:**
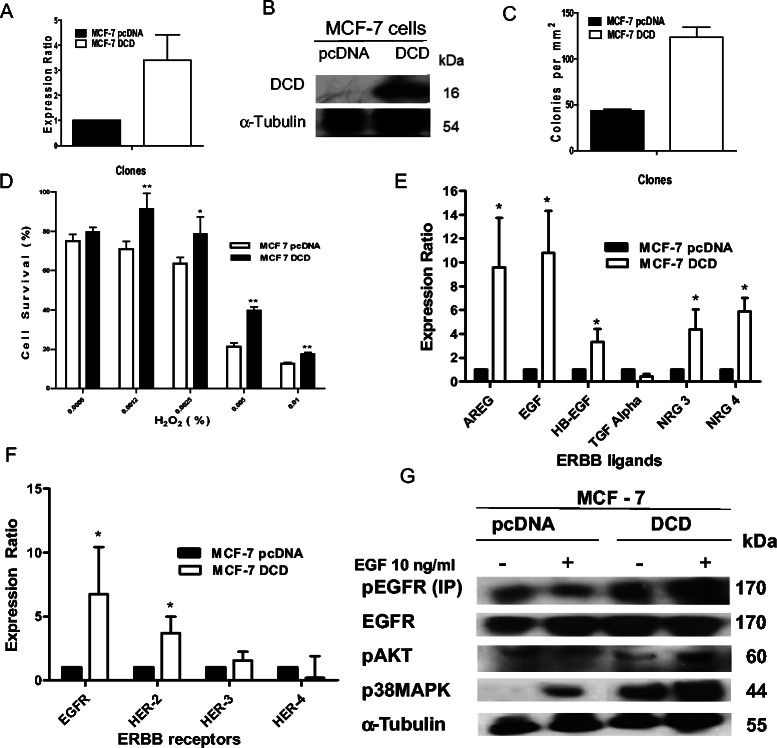
**Characterization of MCF-7 cells stably expressing DCD.** Quantitative RT-PCR **(A)** and western blot **(B)** analysis confirming the expression of DCD mRNA and protein in MCF-7-DCD cells. DCD transcript levels were normalized to that of HPRT using REST software and the expression level in MCF-7 pcDNA control was designated as 1. **C**, Quantitative analysis of colony numbers (>25 cells/colony) two weeks after plating of the cells. **D**, Cellular survival of control and DCD overexpressing MCF-7 cells treated with H_2_O_2_, at indicated concentration, for 16 hrs. Cell survival rates were estimated by MTT assay. Y-axis indicates % surviving cells as percentage of untreated control. Results are given as means ± SD of three experiments. * p < 0,01 and ** p < 0,001 by Student t test. Quantitative RT-PCR analyses showing the fold-increases in the mRNA expression of ligands **(E)** and the receptors **(F)** of ERBB family in DCD expressing MCF-7 cells compared to control. Y-axis indicates mean ± SD mRNA levels (normalized to HPRT) relative to controls. **G**, Effects of EGF treatment on the phosphorylation of EGFR and downstream signaling proteins p38-MAPK and pAkt in MCF-7 control and DCD-expressing cells following the treatment with EGF 10 ng/ml for 15 min.

To demonstrate that the observed effects were due to the extracellular actions of DCD, we analyzed the proliferation of MDA-MB-361 cells treated with 1–100 nM of highly purified recombinant human DCD (rhDCD) (Figure 5C). Similar to our prior findings [1], recombinant DCD enhanced cellular proliferation at 0.1-1 nM but not at 10 and 100 nM. Similar bell-shaped dose–response curves have been observed in experiments that established Y-P30, a DCD-derived peptide, as a neural survival peptide [1,10,11], lacritin, a homolog to DCD [19] and other well-known mitogenic factors including sonic hedgehog, VEGF, FGF, and PDGF. More importantly, real time RT-PCR analyses of treated cells confirmed the upregulation of EGFR, c-MYC, EGF, HB-EGF, and NRG3 (Figure 5D,E,F), whereas the expression of HER-2, −3 and −4 receptors and ligands AREG, BTC, TGF-α, and NRG4 did not change significantly (Figure 5F,G). Finally, we tested the efficacy of trastuzumab, a humanized polyclonal antibody against HER2, and goat polyclonal antibodies against DCD for the treatment of parental MDA-MB-361 cells *in vitro* and *in vivo* (Figure 7A,B). The results demonstrated that individually or the combination of anti-DCD antibodies and trastuzumab caused a significant reduction of the number of cell colonies in cell culture as well as the tumor growth as xenograft in immunodeficient mice. These results confirm our hypothesis that DCD autocrinally produced by MDA-MB-361 cells may be acting in concert with the ligands of HER/ErbB receptor family to stimulate the growth and proliferation of breast cancer cells.

**Figure 7:**
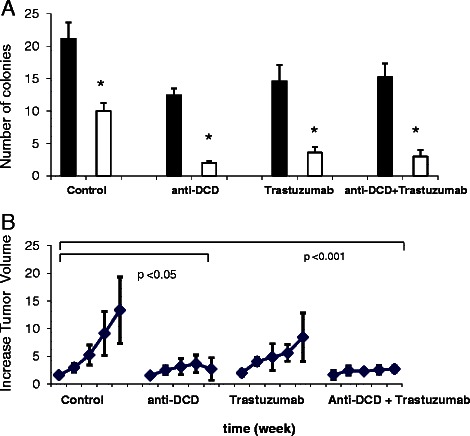
**Enhanced effect of anti-DCD rabbit polyclonal antibodies and trastuzumab combination on growth and tumor formation of MDA-MB-361 cells*in vitro*and*in vivo*. A**, Quantitative analysis of colony numbers observed 72 hours after inoculation of MDA-MB-361 cells in 96-well plates in the presence of 10% BFS (black column 1) or in the presence of 1% BFS plus non-specific antibodies (white column 1), or 1% BFS in the presence of non-specific antibody (black column 2, 3 and 4) or presence of the antibodies trastuzumab (20 mg/kg), a mixture of goat polyclonal anti-DCD antibodies or their mixture at final concentration of 100 μg/ml. Colonies numbers with ≥5 cells/colony were counted manually in at least 10 fields. Results are given as means ± SD of three experiments and statistical difference (p < 0,05) were determined by Student *t* test. **B**, Fold-increase in the volume of MDA-MB-361 xenograft tumors growing in mice (4–5 animal in each group) untreated or treated with weekly i.p. doses of trastuzumab (20 mg/kg), a mixture of goat polyclonal anti-DCD antibodies (1 mg/kg), named N-20, A-20 and S-19 or their combination for a five weeks. Statistical difference (p < 0,05) were determined by One-way ANOVA with Turkey’s pairwise comparisons.

## Discussion

Here, we describe for the first time the co-expression of DCD and DCD-SV in normal skin tissue and breast cancer cell lines using validated and novel specific antibodies against different portions of these proteins. The DCD splice variant is identical in its nucleotide sequence to a larger (DCD-SV-2) form of DCD identified in human placental tissue as described [37]. Although we found an association of DCD with either high histological grade or with HER2 positive samples (score 3), we did not find a significant relationship between tumor samples having DCD reactivity and overall survival in this small cohort of 26 breast cancer patients. These results are in line with our previous studies [1,22,38].

There are few studies published in the literature that report possible molecular mechanism(s) by which DCD native protein and DCD-generated peptides exert their function as growth and survival factors and antibiotic peptides [6-13]. We believe that the binding to low and high affinity membrane receptors [1] would directly or indirectly promote the integration of network signaling pathways leading ultimately to EGFR phosphorylation and activation of p38 MAPK and Akt (Figures 5 and 6). A recent study has described the crystal and atomic structure of DCD-1 L antibiotic peptide and detailed a mechanism by which individual peptides undergo oligomerization and assembly into a channel structure with ion conductivity properties across a biomimetic membrane [37]. It is not known if this putative channel is formed in mammalian membranes nor if it influences the growth rate of malignant cells.

Human breast cancer cells selected for resistance to trastuzumab *in vivo* overexpress epidermal growth factor receptor and ErbB ligands and remain dependent on the ErbB receptor network [27,35,39]. Our experiments in Figure 7 provide further evidence for parallel pathways and their possible mediators, for example, DCD. Finally, it is important to mention a recent study published by Wilhelm and colleagues [40] confirming the biological role of DCD as biomarker for cellular resistance of various tumor cells to the EGFR/ErbB1 tyrosine kinase inhibitors erlotinib and lapatinib.

## Conclusions

Using gain-of-function and loss-of-function approaches we confirmed that DCD acts as a growth and survival-promoting factor in breast cancer. Furthermore, we demonstrated that these effects are due to the modulation of ERBB receptor signaling by DCD. In agreement with this, here and in a previous study [1], we found that DCD-expressing breast tumors are frequently HER2+. Our data also imply that DCD-expressing HER2+ tumors may be more likely to be resistant to HER2-targeted therapies; a hypothesis that worth investigating in future studies.

## Additional files

Additional file 1: Table S1. ER/PR/ERBBs/DCD status, source, clinical and pathological features of the breast cancer cell lines. **Figure S1.** The average of RMA (robust multiarray average) normalized expression values for DCD, HER2, HER3, HER4 and EGFR in 55 breast cancer cell lines.
Additional file 2:
**GEO deposit GSE57578 of microarray data.**

Additional file 3: Table S2. Microarray gene expression data for MDA-MB-361 control pLKO and DCD shRNA expressing subclones.
Additional file 4: Table S3. Bioinformatic analysis of signaling networks and pathways using MetaCore Software.
Additional file 5: Table S4. Legend to symbols and objects on Figure 4B.
Additional file 6: Figure S2. Representative immunohistochemical (IHC) analysis of EGFR, HER-2/ErbB-2 and HER-4/ErbB4 in xenografts derived from control and DCD shRNA expressing MDA-MB-361 cells.
Additional file 7: Figure S3. Characterization of SK-BR-3 stably expressing DCD gene and tumor growth as xenograft in immunodeficient mice.

## Abbreviations

EGF: Epidermal growth factor receptor
EGFR: Epidermal growth factor receptor
HER2: Human epidermal growth factor receptor 2
HER3: Human epidermal growth factor receptor 3
RT-PCR: Reverse transcriptase polymerase chain reaction
qPCR: Quantitative PCR
pMAPK 38: Phosphorylated p38 mitogen-activated protein kinase 38
DMEM: Dulbecco’s modified Eagle’s medium
FCS: Fetal calf serum
TNF-α: Tumor necrosis factor-α
SEM: The standard error of the mean
SD: The standard deviation
ANOVA: Analysis of variance
shRNA: Short hairpin RNA
VEGF: Vascular endothelial growth factor
BTC: Betacellulin
TGF-α: Transforming growth factor-α
AREG: Amphiregulin
HB-EGF: Heparin-binding EGF-like growth factor
NGR: Neuregulin
GDF-15: Growth differentiation factor 15
Akt: Protein Kinase B (PKB)

# Supplementary material for: Dermcidin exerts its oncogenic effects in breast cancer via modulation of ERBB signaling
**Source:** BMC Cancer. 2015 Feb 19;15:70. doi: 10.1186/s12885-015-1022-6

## Network Objects

Click on any object in the network to obtain class info

| Enzymes                                                                             |                           | Generic classes                                                                       |                                |
|-------------------------------------------------------------------------------------|---------------------------|---------------------------------------------------------------------------------------|--------------------------------|
|    | Generic enzyme            | 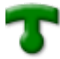   | Receptor ligand                |
| <b>KINASE</b>                                                                       |                           | <b>PHOSPHATASE</b>                                                                    |                                |
|    | Generic kinase            |      | Generic phosphatase            |
| 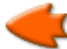   | Protein kinase            |      | Protein phosphatase            |
|    | Lipid kinase              | 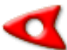     | Lipid phosphatase              |
| <b>PHOSPHOLIPASE</b>                                                                |                           |                                                                                       |                                |
|    | Generic phospholipase     |                                                                                       |                                |
| <b>PROTEASE</b>                                                                     |                           | <b>GTPase</b>                                                                         |                                |
|    | Generic protease          |      | G-alpha                        |
|  | Metalloprotease           |    | RAS - superfamily              |
| <b>Channels/Transporters</b>                                                        |                           | <b>Receptors</b>                                                                      |                                |
|  | Generic channel           |    | Generic receptor               |
| 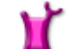 | Ligand-gated ion channel  |    | GPCR                           |
| 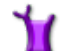 | Voltage-gated ion channel |    | Receptors with enzyme activity |
|  | Transporter               |                                                                                       |                                |
|                                                                                     |                           | <b>G protein adaptor/regulators</b>                                                   |                                |
|                                                                                     |                           |  | G beta/gamma                   |
|                                                                                     |                           |  | Regulators (GDI, GAP, GEF)     |

### Groups of objects

#### A complex or a group

Proteins or compounds physically connected into a complex or related as a group

#### Logical association

Proteins or compounds linked by logical relations. Associations may be closed or opened up by click on object

Group 1

#### Custom association

Group of collapsed objects chosen by user

### Object highlighting

## Nodes and root nodes

**Found object**

Object selected on the search pane

**Manually selected node(s)**

Object(s) selected by ctrl + click on it or by click + drag rectangle around it

**Highlight by mouse over****Highlight upstream objects**When the mouse is over an object (node on a network), the closest interacting nodes are highlighted in CYAN if the direction of interaction is **from** the initial object**Highlight downstream objects**When the mouse is over an object (node on a network), the closest interacting nodes are highlighted in yellow if the direction of interaction is **towards** the initial object

## Root nodes

**Root node(s) for network expansion (building)**

Object(s) from a user-specified uploaded list or from experiments

**Initial object(s)**Object(s) chosen to build the pathways **from**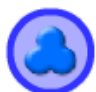**Intermediate object(s)**

Object(s) situated along the pathway

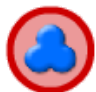**Terminal object(s)**Object(s) the pathways terminate **on****Possible combinations of three above marks (except the first one)**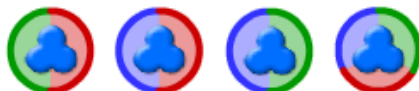

## Expression data

**Overexpressed gene(s)**

Genes with higher conditional expression level compared to the experimental "control"

**Underexpressed gene(s)**

Genes with lower conditional expression level compare to the experimental "control"

**Mixed-expressed gene(s)**

Genes with conditional expression level statistically different from the experimental "control", with the "sign" of expression varying in different experiments

## Other marks

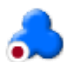**Red circle**

The links terminated due to a restriction of the number of steps in network expansion.  
Network may be expanded from such nodes

**Blue circle**

The links terminated due to network truncation.  
Network may be expanded from such nodes

## Interactions between objects

*Click on any hexagon in the networks for interaction annotation*

## Link legend

**Positive effect****Negative effect****Unspecified effect****Technical link**

## Mechanisms

## Physical interactions

**Binding**

Protein or compound binds other protein or compound

**Cleavage**

Cleavage of a protein at a specific site yielding distinctive peptide fragments.  
Proteolytic cleavage can be carried out by both enzymes and compounds

**Covalent modifications**

(neddylolation/deneddylolation, sumoylation/desumoylation, ubiquitination/deubiquitination and etc.) Protein activity regulation by covalent binding of a small chemical group to the aminoacids of an active site.

**Phosphorylation**

Protein activity regulation by an addition of a phosphate group

**Dephosphorylation**

Protein activity regulation by a removal of a phosphate group

**Transformation**

Protein activity regulation by binding &amp; hydrolysis of GTP

**Transport**

Transport of a protein or a compound between organelles

**Catalysis**

Catalysis of an enzymatic reaction

**Transcription regulation**

Physical binding of a transcription factor to target gene's promoter

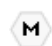**MicroRNA binding**

Regulation of gene expression by binding of microRNA to target mRNA

**Functional interactions****Influence on expression**

Protein's or compound's action results in changing the expression level of target gene(s)

**Competition**

Protein activity regulation by competition at the substrate binding site

**Unspecified interactions**

Mechanism is unknown or/and effect is indirect

**Drug-Drug interactions. Pharmacological effect**

Drugs change pharmacological effects of other drugs, for instance by competing for drug metabolism enzymes or organic transporters

**Drug-Drug interactions. Toxic effect**

Drugs change toxic effects of other drugs, for instance by competing for drug metabolism enzymes or organic transporters

**Logical relations****Group relation**

Object belongs to a generic group of related objects

**Complex subunit**

Protein is a subunit of a protein complex

**Similarity relation**

Chemically similar compounds with chosen Tanimoto similarity score

**Connectors****Connectors****Incoming interaction**When the mouse is over an object, yellow link indicates direction **to** the object**Outgoing interaction**Cyan link indicates direction **from** the object**Bidirectional interaction**Blue link indicates **BI-DIRECTIONAL** interaction**Non-directional link**

Blue link also indicates an interaction for which the direction is not specified

**Traced link**

The link is always highlighted in blue if both linked objects are selected in "Trace" mode

**Interactions from custom list**

**Interaction is in the network**

Interaction is represented by a thin solid line and is highlighted in blue

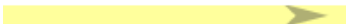

**Interaction is in the base, but not in network**

Interaction is highlighted in yellow

**Interaction is not present in the base**

Interaction is highlighted in magenta

**Canonical pathways**

**Canonical pathways**

The link is highlighted in thick cyan line

**Custom marked links (user's choice)**

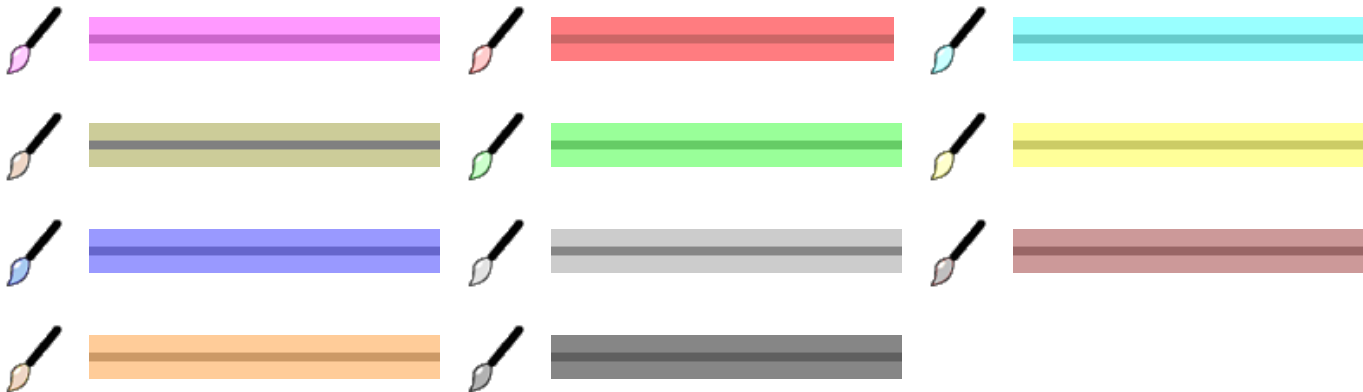

**Supplement:** Additional file 5: Table S4. — Legend to symbols and objects on Figure 4B.

# Supplementary material for: Dermcidin exerts its oncogenic effects in breast cancer via modulation of ERBB signaling
**Source:** BMC Cancer. 2015 Feb 19;15:70. doi: 10.1186/s12885-015-1022-6
**Supplement:** Additional file 6: Figure S2. — Representative immunohistochemical (IHC) analysis of EGFR, HER-2/ErbB-2 and HER-4/ErbB4 in xenografts derived from control and DCD shRNA expressing MDA-MB-361 cells.

## Slide 1
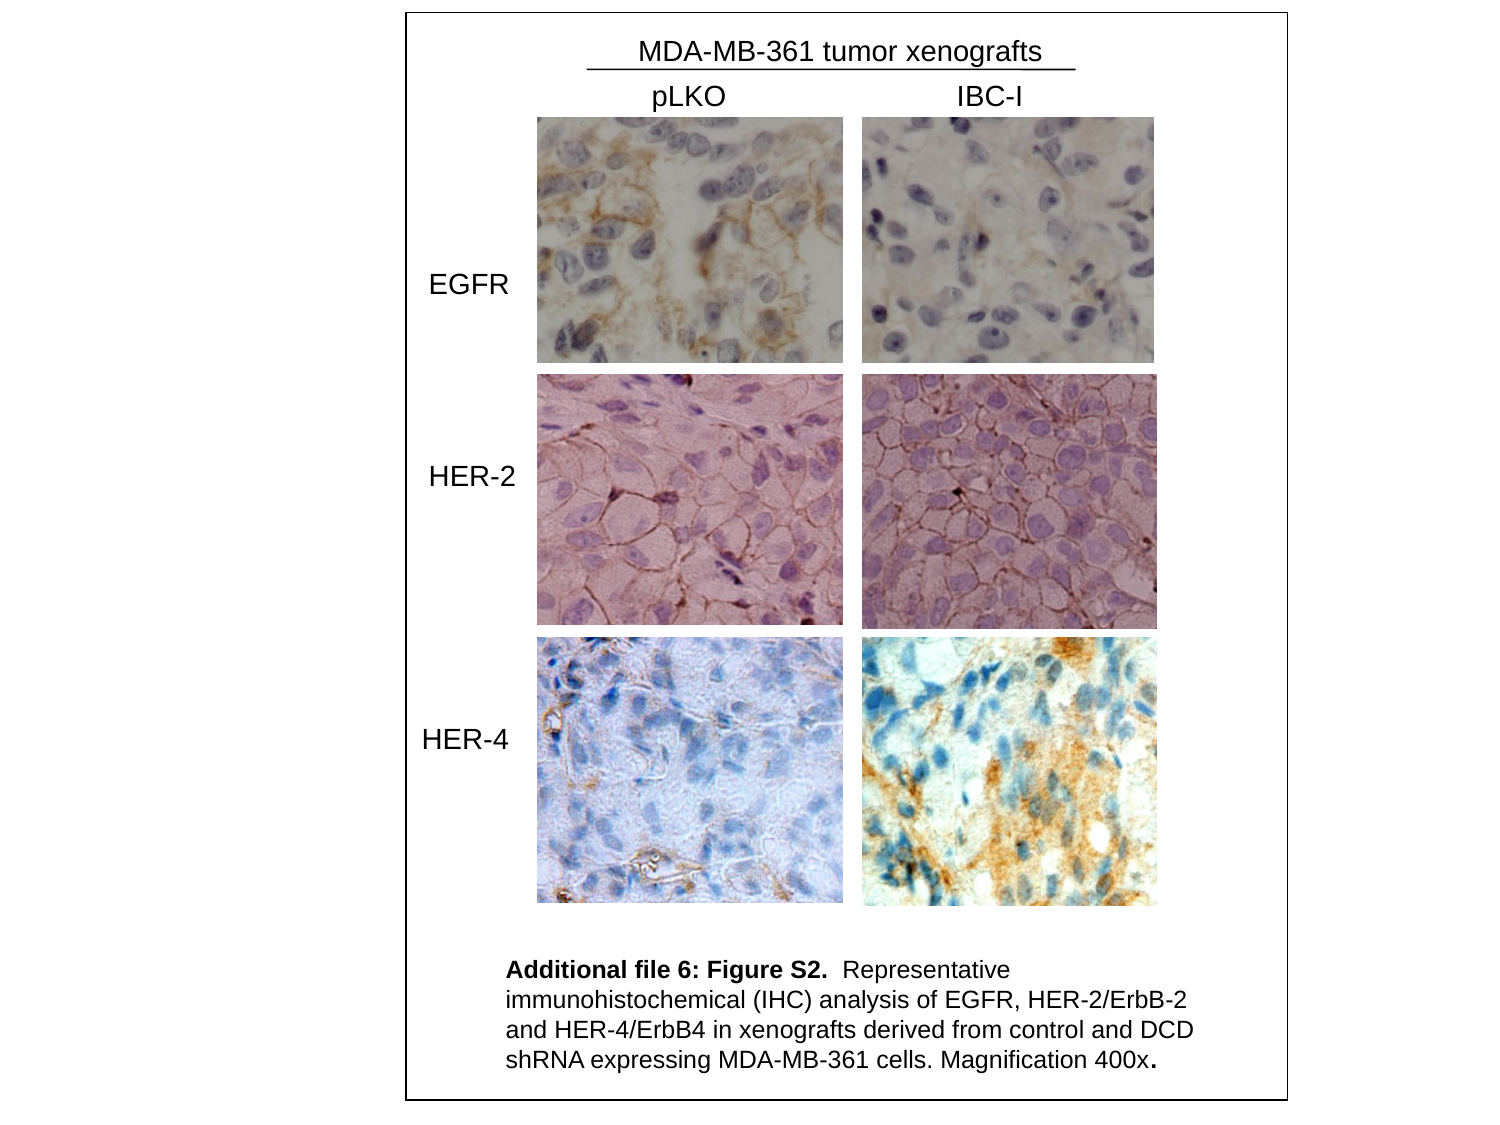

MDA-MB-361 tumor xenografts
pLKO IBC-I
EGFR
HER-2
HER-4
Additional file 6: Figure S2. Representative immunohistochemical (IHC) analysis of EGFR, HER-2/ErbB-2 and HER-4/ErbB4 in xenografts derived from control and DCD shRNA expressing MDA-MB-361 cells. Magnification 400x.

How the deposited data were processed for this re-analysis (not part of the article)

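Gene expression was measured in MDA-MB-361 cells on 4 Affymetrix U133 Plus 2.0 arrays, 3 from cell pools expressing different shRNAs against DCD and 1 from cells carrying pLKO. The pools were matched to the names IBC-I, IBC-II and IBC-III by the clone numbers in the sample labels. The deposited values are linear intensity values, 1 per probe set and array. The paper states that the authors analyzed the arrays with dChip, and the program behind the deposited intensity values is not given in the sources used here. They were not the values of Table S2, of which 207 probe sets lower and 27 higher than pLKO were read. These are fewer than the 208 and 27 the paper gives, so no test of overlap or enrichment was run on that table. Counts of its genes and probe sets are for the rows as read.

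The analysis was planned for a table already normalized between arrays. The medians and means of the arrays differed by more than those of the spiked controls, so the main setting became quantile normalization, and the values as deposited became an alternative chosen after seeing the data. Intensities of 0 were set to 0.1 before log2, and values under 16 were set to 16 after normalization. After leaving out 62 control probe sets, the 27307 probe sets with a mean log2 value at or above the median were tested. Genes were named from the platform annotation, with 41097 probe sets matched to a single gene, 1801 to several and 11777 unnamed here, and for 41043 of the first the symbol was matched through the gene identifier to a table of the GRCh38.p14 assembly, used only for names. Only probe sets of a single gene were named, and a gene was represented by its probe set with the highest mean log2 value, which left 12728 genes. Unnamed probe sets entered the counts but no gene list, and genes without a named probe set were not analysed here, including 1 of the genes that the paper names on this experiment.

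Each shRNA array was compared with the pLKO array by the paper's rule of at least 3-fold in each of the 3 comparisons. limma (version 3.58.1, R 4.3.3) was fitted to the log2 values of the 2 groups with Benjamini-Hochberg adjustment. It takes its spread from the 3 shRNA arrays, which carry different hairpins, and assumes that the lone pLKO array varies like them. The 27 gene lists were tested with fry and with camera at a preset correlation of 0.01. The lists and the rule for naming genes were written before the deposited values were examined but after Table S2 had been read. The rule named the genes of the paper, the 10 lower and 10 higher genes with the largest smallest change by the 3-fold rule (2 genes were higher), up to 4 members of each list, and the ERBB receptors and ligands. The scripts were tested on simulated data of 27307 probe sets. With a low spread (SD 0.1) limma recovered 100% of 200 probe sets changed by 4-fold. With the spread of the shRNA arrays it recovered 0% of those changed by 16-fold and the 3-fold rule recovered 95.5%, while calling 580 unchanged probe sets, so limma has little power in this design. Unchanged arrays against a shared control were simulated 100 times.

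Alternatives were median centring, floors of 1 and 64, no filter and an upper quartile filter, each shRNA array left out, other fold rules, other settings of limma, the methods' paired test, other choices of probe set and list members, and an estimated correlation in camera. The depth of an array is its signal over background: 43.9% of probe sets lay under the floor before normalization in IBC-I, 39.3% in IBC-II, 55.1% in IBC-III and 43.4% in pLKO. Coordinates are not given, since no genome build applies to the deposited values. Figures were drawn with matplotlib 3.10.9.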

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

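The tests of explanations in this part were chosen after the results were seen. The limma results, the rule for named genes and the counts by the 3-fold rule come from the main analysis. The control probe sets, on which the paper does not report, set the IBC-III array apart. Its 3' to 5' ratio was 42.6 for ACTB, against 5.29 in pLKO, and 13.1 for GAPDH, against 1.09. The array differed by at least 3-fold from each of the other 3 in 2147 probe sets. A weak hybridization or scan is argued against by the spiked controls, whose mean log2 intensity was 0.062 above the mean of the other 3 arrays. Partly degraded RNA is a candidate explanation. The smaller of the quotients of its ratios over the next highest array was 4.41. This quotient restates the ratios that flagged the array, so it is not a separate test of that explanation. A larger effect of the hairpin in IBC-III stays open, since DCD was above the floor on 0 arrays.

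Genes that the text of the paper does not discuss were higher than pLKO in all 3 comparisons, with none past limma. The mean log2 difference was 2.36 for SLC15A2, 1.87 for SOX2, 2.13 for GATA3, 1.46 for ALDOC and 1.25 for CD53. SLC15A2, ALDOC and CD53 were at the floor in pLKO, so these values are lower bounds on the normalized scale. With a floor of 64 the value was 0.44 for SLC15A2 and 0.12 for SOX2. GATA3 and CD53 were picked from their lists by the rule for named genes.

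The 92 genes of the hypoxia, chaperone, ATF4 and glycolysis lists had a median log2 difference from pLKO of -0.82 in IBC-I, -1.11 in IBC-II and -0.92 in IBC-III. These lists were written after Table S2 of the same samples had been read. The scaling between arrays was tested first on all 92 genes and then on the 57 genes that are not in that table. The limit used below for IBC-III was set after both results were seen. Scaling would move other probe sets of the same intensity alike. It is argued against as the whole cause in IBC-I and IBC-II. There the median difference of the 57 genes from the 200 probe sets nearest in mean log2 value was -0.68 and -0.72. Both lie below the lowest of 1000 random sets of matched intensity (-0.30 and -0.20). In IBC-III their median difference was -0.65, below the lower limit of the central range of random sets (-0.42), though the lowest had -0.66. For all 92 genes the medians were -0.87, -1.16 and -0.76, below the lowest random sets (-0.32, -0.21 and -0.55). These genes include members of Table S2, which lists probe sets that differ from pLKO in these same samples. No conclusion is therefore drawn from the values of all 92 genes against random sets. Relative to all probe sets tested, the 92 genes in IBC-III lay at -0.92 (quantile normalization), -1.27 (median centring) and -1.35 (as deposited). Scaling as the whole cause stays open in IBC-III. The 57 genes lay below the lower limit there, but that limit was set after the results were seen. They did not lie below the lowest random set, the measure used for IBC-I and IBC-II. RNA of lower quality is argued against for IBC-II, whose larger quotient of 3' to 5' ratio over pLKO was 0.929, but stays open for IBC-I and IBC-III, where the smallest quotient was 1.83. The growth state of the single pLKO culture and knockdown of DCD cannot be told apart: the pLKO array lay 0.86 above the mean of the other 3 for these genes, as both would give, there is 1 pLKO culture, and DCD was above the floor on 0 arrays.

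The number of probe sets at least 3-fold lower in all 3 comparisons was 49. Array to array differences and an effect common to the hairpins cannot be told apart for this number. Unchanged arrays with limma's moderated spread of the shRNA arrays gave a mean of 133.5 in simulation, from 107 to 167, which is more than observed. Without this moderation the mean was 295.5, from 255 to 354. The spread holds the differences between hairpins and the IBC-III array, so it is too large to test this number.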

How the results depend on the processing

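No paired analysis was possible because the control group is a single array, so no fit with pairs as a block can be made. The methods' paired test, tried as an alternative, sets each shRNA array against that same array. The values as deposited were an alternative chosen after seeing the data, and quantile normalization, planned as an alternative, became the main setting. With 1 control array no alternative adds a replicate of pLKO, and signal near the floor limits what can be measured.

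The 3-fold rule gave 49 lower and 10 higher probe sets. It gave 96 lower as deposited, 90 lower after median centring, 19 lower with the upper quartile filter, 34 lower and 246 higher with a floor of 1, and 22 lower and 3 higher with a floor of 64. Requiring 100 units gave 28 lower and 3 higher, 2-fold gave 210 and 173, 1.5-fold gave 827 and 831, and a mean of 3-fold gave 310 and 220. Leaving out each shRNA array in turn gave 88 to 360 lower and 27 to 198 higher, with the highest of both without IBC-II. limma called 0 in either direction, but 1308 lower and 18 higher with no filter and 389 lower and 4 higher with a floor of 64. With a floor of 64 the median probe set lies at the floor, so the filter leaves none out and 54613 probe sets were tested, as with no filter, and the values given here for that floor change both. In those 2 settings 15661 and 38543 probe sets had equal values in the 3 shRNA arrays, which lowers the spread that limma assumes for all. The methods' paired test gave 1076 lower and 1246 higher at an unadjusted p under 0.05.

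camera called 12 lists, 0 with an estimated correlation and 5 with no filter. The basal markers and the p53 targets, with estimated correlations of -0.051 and -0.064, lost their calls too. The loss is therefore not a sign of correlation between genes in every list. fry called 0 lists, 10 with a floor of 64, 4 with the mean of all probe sets of a gene, 1 with no filter, and 0 to 2 when each array was left out. Of the list members, 34 were at least 2-fold lower and 8 higher in all 3 comparisons. This became 53 lower and 1 higher as deposited, 53 and 4 after median centring, and 5 lower and 5 higher without the genes of Table S2 as read. Higher members numbered 3 with a floor of 64, 4 with the mean of all probe sets and 4 with the upper quartile filter. With an array left out, from 46 to 57 were lower and from 10 to 15 higher, the most lower without IBC-III and the most higher without IBC-II. The cell proliferation list, at a median of -0.74, lay between -1.41 and 0.11 with an array left out and reversed without IBC-III.

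Of the 4 genes the paper names as altered, 4 were higher in all 3 comparisons and 2 as deposited. DCD, at the floor, had a mean log2 difference of 0, and 1.27 with a floor of 1. The correlation between the IBC-I and IBC-III comparisons was 0.474, and 0.608 as deposited. The counts for each array against the other 3 were 609, 336, 5579 and 383 at 2-fold for IBC-I, IBC-II, IBC-III and pLKO. They were 25 for IBC-I, 24 for IBC-II and 26 for pLKO with the upper quartile filter, and 264 for IBC-II and 111 for pLKO as deposited. The share of Table S2 values within 25% of the deposited ones, as a ratio either way, was 11.5%, 35.9%, 2.14% and 6.84% in the same order, and 42.7%, 60.7%, 31.2% and 45.7% after a factor per array. For these changes the cause was not tested. Counting each result under each alternative, 87 of the counts and leading values kept their size or direction and 59 moved. Of the single genes and lists 463 were counted as kept, 48 moved, 42 lost and 11 gained a call, and 1 list reversed. A list could count as reversed only where camera called it in at least 1 of the 2 settings compared, and the medians of other lists turned sign as well. The fibroblast and heat shock lists had the sign of the main setting in 8 of 13 alternatives each, and the ERBB ligands in 9 of 13. The median log2 difference of all probe sets tested was -0.22 with median centring and -0.35 in the values as deposited.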

Differences from the paper's values

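The paper gives the number of differentially expressed genes in opposite directions at different places. Its first statement is 208 up-regulated and its second 27 up-regulated, where the deposited values gave 10 probe sets higher by the 3-fold rule that the paper states. Its first statement is 27 down-regulated and its second 208 down-regulated, where the deposited values gave 49 probe sets lower. Counted as genes, by 1 probe set each, 23 were lower and 2 higher by this rule. The lower count is then within 1.5 times of the 27 down-regulated of the first statement. The directions of that statement are the reverse of those in Table S2 as read. Of the alternatives set before the data were examined, the paper's 208 up-regulated was within 1.5 times under 2-fold (173), a floor of 1 (246), a mean of 3-fold (220) and without IBC-II (198). The paper's 27 down-regulated was within 1.5 times under the 100-unit rule (28), the floors of 1 (34) and 64 (22) and the upper quartile filter (19). The paper's 208 down-regulated was within 1.5 times under 2-fold (210) and a mean of 3-fold (310), and its 27 up-regulated without IBC-I (27). The other alternatives set before the data were examined differed. In Table S2 itself, as read, the paper's values are lower than pLKO for 207 probe sets and higher for 27, the directions of its second statement. Counts near those of the first statement are therefore no match in direction to the paper's own values. In that table 60 probe sets are at least 3-fold lower and 8 at least 3-fold higher in all 3 comparisons, beside 49 and 10 in the deposited values. Its smallest fold in any comparison is 1.20, so the table as read was not made by the 3-fold rule. In the deposited values 181 of the 207 were lower in all 3 comparisons and 26 of the 27 higher. Of the 207, 3 went the other way and were higher in all 3 comparisons: ALDH7A1, SLC25A37 and an unnamed probe set, picked out after their values were seen.

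The mean log2 differences of 5 genes differed from those of the paper's Table S2 by more than the larger SD over the comparisons. The paper's values are -1.49 for PDIA3, -1.49 for PDIA4, -1.68 for HILPDA, -1.65 for VEGFB and -2.96 for GTPBP2, and the deposited values gave -1.02, -0.70, -1.08, -0.34 and -2.28 in the same order. For PDIA4 the value was -0.38 without IBC-II, and for VEGFB it was -0.10 without IBC-I and -0.68 without IBC-III. The difference was within the SD after median centring for PDIA3 (-1.50), HILPDA (-1.60) and GTPBP2 (-2.59), and with the mean of all probe sets for HILPDA (-1.51). It was also within the SD without IBC-I for PDIA3 (-1.06), PDIA4 (-0.77) and HILPDA (-1.29), and without IBC-III for PDIA4 (-0.95). The values without an array are means of 2 comparisons set against the paper's mean of 3. Without IBC-I those of PDIA3 and PDIA4 moved little, from -1.02 and -0.70, so they are no closer match to the paper. The other alternatives set before the data were examined kept the difference for PDIA3, PDIA4, HILPDA and GTPBP2, and all of them kept it for VEGFB. In the values as deposited, an alternative chosen after seeing the values, PDIA3 (-1.63), PDIA4 (-1.26), HILPDA (-1.73) and GTPBP2 (-2.72) lay within the SD, and 178 probe sets of Table S2 were lower in all 3 comparisons, against 181 in the main setting. The paper lists VEGFB among the genes with decreased levels, and its log2 difference in IBC-III was 0.35, and -0.25 with median centring. The other genes it lists there, PDIA3, PDIA4, PDIA6, HSPA13, HSPA5, HILPDA, VEGFA and MYC, were lower in all 3 comparisons.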

Other observations

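All tests in this part were among those listed before the data were examined, after Table S2 had been read. Markers of luminal mammary epithelium were divided in direction. GATA3, a luminal transcription factor, was 4.39-fold, 2.60-fold and 7.32-fold higher than pLKO in IBC-I, IBC-II and IBC-III, and the luminal keratin KRT18 was 1.95-fold, 1.44-fold and 1.84-fold higher, though with a log2 difference of -0.18 in IBC-III in the values as deposited, while of the 19 luminal markers 4 were lower and 5 higher in all 3 comparisons (camera, adjusted p = 0.833, upward, while the median was -0.17). Of 6 basal markers 4 were lower and 0 higher, among them ITGA6 and EGFR (camera, adjusted p = 4.7e-04, and adjusted p = 0.373 with an estimated correlation). Of 7 liver and acute-phase genes 6 were lower, with AMBP at 17.5-fold, 3.98-fold and, at the floor, at least 27.1-fold in the same order (camera, adjusted p = 5.5e-07, and adjusted p = 0.373 with an estimated correlation). Of these 7 genes, 5 are in Table S2. The medians of the basal and liver lists were lowest in IBC-III, at -2.01 and -2.21, the array that stands apart and has 3' to 5' ratios of 42.6 for ACTB and 13.1 for GAPDH. Adjusted over the list alone, limma called ITGA6 among the basal markers and SERPINA3 and AMBP among the liver genes, and 0 luminal markers.

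Of 28 genes of proliferating cells, 6 were lower and 1 higher in all 3 comparisons, and the median log2 difference ran from 0.43 in IBC-I to -2.22 in IBC-III, the array with the highest 3' to 5' ratios, without which the median over the comparisons turned from -0.74 to 0.11 (camera, adjusted p = 0.0059, adjusted p = 0.828 without IBC-III, and adjusted p = 0.605 with an estimated correlation). Of 15 p53 targets 7 were lower and 2 higher (camera, adjusted p = 0.024, and adjusted p = 0.373 with an estimated correlation). Of 16 interferon response genes 3 were lower and 4 higher (camera, adjusted p = 0.432; median 0.09, and -0.07 with median centring). Of 8 progenitor genes 2 were lower and 3 higher, with ITGA6 lower and SOX2 higher by at least 3-fold (camera, adjusted p = 0.329; median 0.35, and -0.10 in the values as deposited). Of 9 heat shock genes, HSPD1 and HSPE1 among them, 2 were lower and 3 higher (camera, adjusted p = 0.744, upward, while the median was -0.04). Among 5 MondoA and ChREBP targets TXNIP and ARRDC4 were higher and 0 were lower in all 3 comparisons (camera, adjusted p = 0.065). Of 6 fibroblast markers 1 was lower and 2 higher (camera, adjusted p = 0.442; median 0.12, and -0.09 with median centring), and of 2 leukocyte markers tested CD53 was higher (camera, adjusted p = 0.024, and adjusted p = 0.373 with an estimated correlation). Of 3 genes tested near DCD at 12q13, 0 went the same way in all 3 comparisons (camera, adjusted p = 0.453). Adjusted over the list alone, limma called GDF15 among the p53 targets and ITGA6 among the progenitor genes, and 0 in the other lists of this paragraph.

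The paper measured the other ERBB genes by quantitative PCR, and their values on these arrays belong to another measurement. ERBB2 had log2 differences from pLKO of 0.28 in IBC-I, 0.58 in IBC-II and -1.64 in IBC-III, ERBB3 of 0.81, 0.04 and -0.95, and ERBB4 of 0.40, -0.15 and -0.86. Of the other tested probe sets of ERBB2, 1 had 1.05, 2.22 and 0, with pLKO at the floor, and 1 had -1.17, 0.08 and -0.55. Those of ERBB3 had 0.16, 0.66 and 0.66, higher in all 3 comparisons, and 0.49, 0.09 and -1.54. The other tested probe set of ERBB4, of nearly the same brightness, went the opposite way on each array, with -0.26, 0.73 and 1.32, so the direction of these 3 receptors is not settled here. Among the ligands, EGF had -0.64, -0.19 and -0.91, TGFA 0.15, 0.34 and 1.08, and NRG2 0.42, -0.16 and 0.98. In the values as deposited the sign turned for ERBB2 in IBC-I (-0.46), ERBB4 in IBC-II (0.12), EGF in IBC-II (0.09), TGFA in IBC-I (-0.30) and IBC-III (-0.13) and NRG2 in IBC-II (0.10), and with median centring for ERBB2 (-0.42) and TGFA (-0.26) in IBC-I. HBEGF, EREG, NRG1, NRG3 and NRG4 had no probe set past the filter. The ERBB receptor list gave an adjusted p of 0.194 and the ligand list 0.453 by camera.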
